A study of Mus musculus with 17 samples.

How the data were processed

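RNA was sequenced from C2C12 cells, a mouse myoblast line that can be driven to form skeletal muscle fibres in culture. Per the labels, each line expressed the empty pMSCV construct, SRF, or one of 4 fusions named for SRF and a partner gene (SRF-FOXO1, SRF-ICA1L, SRF-PDGFRB and SRF-RELA). SRF is serum response factor, a DNA-binding transcription factor. Per the labels' protocols, total RNA was treated with DNase, libraries were made with a stranded kit for polyadenylated RNA and sequenced on an Illumina NovaSeq instrument. The group and the replicate number of every library were taken from its title. There were 17 libraries: 3 in each of 5 groups and 2 in the SRF-PDGFRB group.

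The values used were the raw gene counts that the authors deposited, in 1 table with 15062 genes and a column for each library. The labels do not state the aligner, the counting program, the genome build, the annotation, or whether counting used the strand, so no coordinates are given. Reads shared by members of a gene family, by overlapping genes or by antisense genes may have been split in ways that are not known. How far reads of an introduced construct counted towards the mouse gene is not known either. The deposited table had been filtered before it was examined: every gene in it reached 10 counts in at least 3 libraries, so a gene expressed in the 2 SRF-PDGFRB libraries alone would be missing. No column lacked a sample. Of the 1531 genes with no symbol in the table, 1519 received one by gene identifier from a reference table of gene names, and rows without a symbol in the table held between 0.555% and 1.13% of a library's counts. All rows carried a gene identifier and stayed in the tests.

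Total counts per library ran from 20901442 to 23543734, so sampling error was small for all but the weakest genes, and differences between cultures set the precision. The biological coefficient of variation was 36.5%. Within each group, every pair of libraries differed by far more than sampling noise (chi-square per degree of freedom from 29.8 to 189), so no library was counted as a duplicate of another.

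Counts were scaled by the trimmed mean of M values (TMM) and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with robust dispersions. All 17 libraries entered 1 fit with a term for group and none for replicate number. The filter for low counts in edgeR removed no gene, and 15062 genes were tested. P-values were adjusted by the Benjamini-Hochberg method within each of 15 comparisons, and a gene was called at an adjusted p under 0.05. The standard error (SE) of a log2 fold change was its size divided by the square root of the quasi-likelihood F. Expression per library is in CPM, the deposited counts scaled to a common library size with the TMM factors. A count of 3 was taken as the floor: a fold against a group whose libraries all lay at or under it is given as a lower bound.

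The groups, the comparisons, the tests, 8 gene lists, most of the other settings and the rule for naming genes were fixed before the data were examined. The rule named Srf and the partner genes; for each comparison with pMSCV, up to 3 genes with the largest rise and 3 with the largest fall among called genes whose groups did not overlap and that had at least 50 counts in every library of the higher group; genes called in all 4 fusions by a similar rule; and a fixed set of members of the lists. Predicted genes and genes with no symbol were skipped. Genes named outside this rule were chosen after their values were seen, as the text says beside them. Genes named because the fit with the block called them also count as chosen in this way, since that fit was added after the data had been seen.

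The lists were written from general knowledge: SRF cytoskeletal targets, SRF immediate-early targets, smooth muscle contractile genes, skeletal muscle differentiation genes, NF-kappaB targets, FOXO targets, interferon-response genes and cell cycle genes. No gene was in more than 1 list. A list's change is the median log2 fold change of its members in the table, and setting members at the floor to their bound left every median as it was. Lists were tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation and with fry, each adjusted over 72 pairs of a list and a comparison. A list score per library is the mean log2 CPM of the members, with a prior count of 2, minus the mean of the pMSCV libraries.

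The groups share replicate numbers, so the numbers were checked for pairing by correlating, across genes, each library's deviation from its group mean. Among pMSCV, SRF, SRF-ICA1L and SRF-RELA, same-numbered libraries correlated at 0.392 to 0.789 in all 6 comparisons, and libraries with different numbers at 0.114 at most. SRF-FOXO1 paired with SRF (0.220, 0.253 and 0.330) but not with pMSCV, SRF-ICA1L or SRF-RELA, and SRF-PDGFRB had only 2 libraries to compare. The pairing comes from these correlations, since the labels do not say what a replicate number marks. A fit with replicate number as a block was planned for all 17 libraries. Fits with the block in the 12 libraries of the 4 paired groups, in the same 12 without it, and in SRF-FOXO1 with SRF were added after the data had been seen.

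Other alternatives were DESeq2's size factors within edgeR (RLE), DESeq2 1.42.0 itself, no filter for low counts, a mean of at least 10 counts, non-robust dispersions, only the 2 groups compared, a test against a 1.5-fold change, and leaving out each library in turn. Comparisons that share a control were set against 10 simulations of unchanged groups. The 10 comparisons of 3 libraries with 3 were repeated for every other split of their 6 libraries.

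The scripts were tested on simulated counts drawn from the real means and library sizes, with 200 genes changed. Without shared variation between same-numbered libraries, 166 changed genes (83.0%) were recovered among 14973 tested, with 4 false calls. With such variation, the fit without the block recovered 155 of 200 among 14621 genes and the fit with the block 192, with 12 false calls (5.88% of its calls). Neither fit called a gene between unchanged groups.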

Results

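Gene expression was measured by RNA sequencing in 17 libraries of C2C12 mouse myoblasts. Lines carrying the empty vector pMSCV, SRF, SRF-FOXO1, SRF-ICA1L and SRF-RELA had 3 libraries each, and the SRF-PDGFRB line had 2. The series compares the lines, in a study of SRF fusion genes found in soft tissue tumours with muscle-like features. Library totals lay between 20901442 counts (SRF-PDGFRB replicate 1) and 23543734 counts (SRF replicate 3). The table held 15062 genes.

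The introduced genes were examined before any comparison. Srf (ENSMUSG00000015605) stood at 81.3 ± 13.7 CPM in pMSCV and 1128 ± 504 CPM in SRF (mean ± SD, n = 3 each). It was at 192 ± 80.4 CPM in SRF-ICA1L, and 125 ± 36.1 CPM in SRF-RELA (SD, n = 3 each). In the 3 SRF-FOXO1 libraries it lay between 71.8 and 105 CPM (mean 87.1), and it was at 76.0 ± 7.73 CPM in SRF-PDGFRB (SD, n = 2). Foxo1 (ENSMUSG00000044167) was at 31.4 ± 7.98 CPM in SRF-FOXO1 against 20.9 ± 6.79 CPM in pMSCV (SD, n = 3 each). Pdgfrb (ENSMUSG00000024620) was at 222 ± 36.0 CPM in SRF-PDGFRB (SD, n = 2) and 202 ± 127 CPM in pMSCV (SD, n = 3). Rela (ENSMUSG00000024927) was at 83.9 ± 13.4 CPM in SRF-RELA and 88.9 ± 7.16 CPM in pMSCV (SD, n = 3 each). Ica1l (ENSMUSG00000026018) had 6 to 21 counts in the SRF-ICA1L libraries and 6 to 8 counts in the pMSCV libraries. No partner gene was called in its own fusion line against pMSCV. Ica1l averaged 0.561 CPM in SRF-ICA1L and 0.984 CPM in SRF-FOXO1, and Pdgfrb was higher in SRF-FOXO1 (463 CPM) and SRF-RELA (353 CPM) than in SRF-PDGFRB. All 3 SRF-ICA1L libraries (121 to 279 CPM) lay above the pMSCV libraries (66.6 to 93.8 CPM) in Srf. SRF-RELA replicates 1 and 2 (155 and 137 CPM) lay above them too, and replicate 3 (85.0 CPM) within their range. Srf was not called in any fusion line against pMSCV, nor in SRF-ICA1L or SRF-RELA with replicate number as a block in the 12 paired libraries. The counts therefore set the SRF line apart but do not check the labels of the 4 fusion lines, since the share of construct reads that counts towards a mouse gene is not known.

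**Figure D1:**
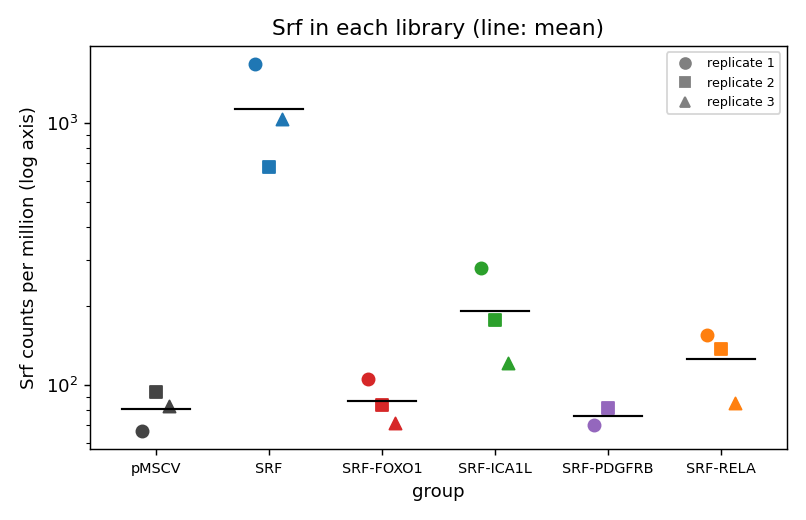
Srf CPM in each library (log axis) by group, with the symbol giving the replicate number and the line the group mean. The 3 SRF libraries lie between 678 and 1673 CPM, above every other library.

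Replicate number accounted for more of the variation than group in the 12 libraries whose numbers pair. The leading principal component held 30.9% of the variance and the next 22.1%. Over all 17 libraries, group accounted for 44.1% of the variance of the leading component and replicate number for 21.7%, and for the next the shares were 8.67% and 53.4%. Within the 12 libraries of pMSCV, SRF, SRF-ICA1L and SRF-RELA, replicate number accounted for 69.5% of the variance of the leading component and 82.5% of the next, and group for 24.9% and 3.85%. Over single genes in these libraries, replicate number accounted for a median of 49.6% of the variance and group for 19.5%, where unrelated terms would give 18.2% and 27.3%. In the 15 libraries of the groups with 3, replicate number accounted for a median of 30.4% and group for 28.5%, where unrelated terms would give 14.3% and 28.6%. Of the variance left after replicate number, group held a median of 44.5% in the 12 libraries and 45.4% in the 15, where an unrelated term would give 33.3%.

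**Figure D2:**
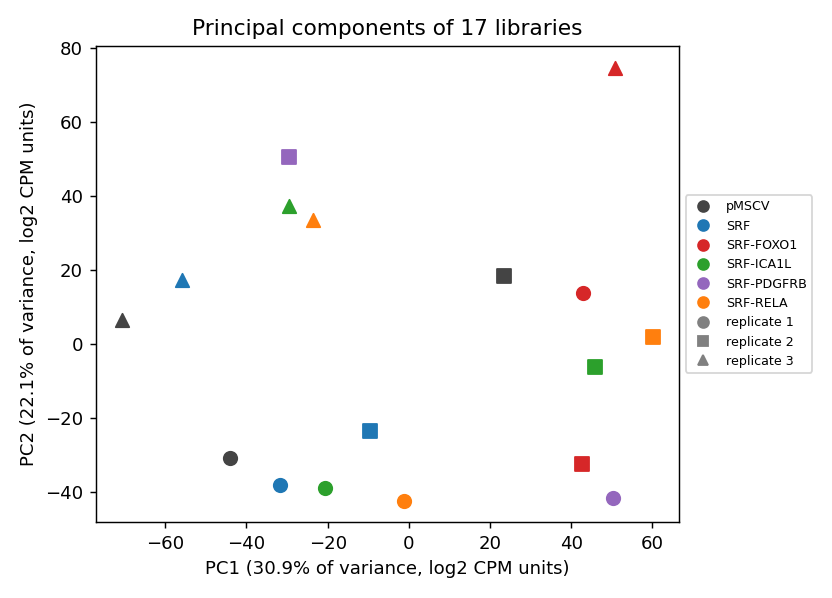
Principal components of the 17 libraries on log2 CPM, coloured by group, with the symbol giving the replicate number. The axes hold 30.9% and 22.1% of the variance; in each of pMSCV, SRF, SRF-ICA1L and SRF-RELA, replicate 1 lies lowest and replicate 3 above it on the vertical axis.

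The comparison of SRF with pMSCV asks what additional wild-type SRF changes. It called 1 gene, Srf itself, which was higher by 3.79 on the log2 scale (SE 0.38, adjusted p 0.00158, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and higher in 3 of 3 libraries. At an unadjusted p under 0.05 there were 503 genes. In the 12 libraries with replicate number as a block, 2 genes were called: Srf, and Chrnd, named after its value was seen, which was lower by a log2 fold change of -1.76 (SE 0.19). DESeq2 moved the count most, to 4.

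SRF-FOXO1 differed from pMSCV in 107 genes, 54 higher and 53 lower, of which 78 changed at least 2-fold, and 3151 genes had an unadjusted p under 0.05. The count rested on single libraries. It was 0 without any 1 of pMSCV replicate 1, pMSCV replicate 3, SRF-FOXO1 replicate 1 or SRF-FOXO1 replicate 3, with 2131 to 2528 genes at an unadjusted p under 0.05. It was 195 without SRF-FOXO1 replicate 2 and 355 without pMSCV replicate 2. DESeq2 moved it most among the other settings, to 1363. Under edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the named genes had adjusted p-values from 0.0336 to 0.0405. The genes that rose most were Tnxb (log2 fold change 4.07, SE 0.70), Fat4 (2.97, SE 0.56) and Bicc1 (2.78, SE 0.55). The genes that fell most were Erbb3 (-3.86, SE 0.76), Ackr3 (-3.74, SE 0.68) and Dusp13 (-3.49, SE 0.61). Ackr3 was at 9.78 ± 0.641 CPM in SRF-FOXO1 and 131 ± 7.40 CPM in pMSCV (SD, n = 3 each). Tnxb was at 23.3 ± 15.1 CPM against 1.39 ± 0.520 CPM (SD, n = 3 each). Without pMSCV replicate 1 none of the 6 was called. The log2 fold change of Tnxb lay between 3.64 and 4.52 over the 6 fits that each left out 1 library.

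SRF-ICA1L and SRF-RELA gave no called gene against pMSCV in edgeR, with 938 and 1212 genes at an unadjusted p under 0.05. DESeq2 called 45 and 105. With replicate number as a block over all 17 libraries, the fit fixed beforehand, both lines again gave 0 in edgeR. That fit had 1442 and 1812 genes at an unadjusted p under 0.05. With the block in the 12 paired libraries, a fit added after the data had been seen, 437 genes were called for SRF-ICA1L (196 higher, 241 lower) and 949 for SRF-RELA (467 higher, 482 lower). The same 12 libraries without the block gave 0 for both, with 1063 and 1353 genes at an unadjusted p under 0.05. Of the genes called with the block, 172 were higher and 225 lower in both lines, and 0 changed in opposite directions. The largest changes by the same naming rule, applied after the data had been seen, included Col2a1 (log2 fold change 3.48 in SRF-ICA1L and 5.45 in SRF-RELA), Hmcn1 (-4.38 and -4.27) and Syt1 (-3.74 and -3.65). Lmod1 rose by 3.48 in SRF-RELA (SE 0.79). Tagln rose by 2.50 in SRF-ICA1L and 2.11 in SRF-RELA with the block, and its adjusted p-values were 0.0278 and 0.0323 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the block its adjusted p-values in the same test were 0.414 and 0.288. Tagln was at 2.88 ± 0.886 CPM in SRF-ICA1L, 2.21 ± 0.767 CPM in SRF-RELA and 0.515 ± 0.247 CPM in pMSCV (SD, n = 3 each). Des, like Tagln a smooth muscle gene of the lists but chosen after its values were seen, was called lower in both with the block (-1.20 and -1.46). Cnn1 was not called in either line with the block, and Pdk4 was called in SRF-RELA (0.82, SE 0.20). Of the genes named for SRF-FOXO1, Fat4, Bicc1, Erbb3, Ackr3 and Dusp13 were called with the block in both lines, in the same direction as in SRF-FOXO1. Tnxb (2.05) and Csf1 (1.08) were called in SRF-RELA. H2-K1 (-1.09 in SRF-ICA1L and -0.94 in SRF-RELA) and Nlrc5 (-1.57 and -1.27), named for SRF-PDGFRB, were called lower in both.

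**Figure D3:**
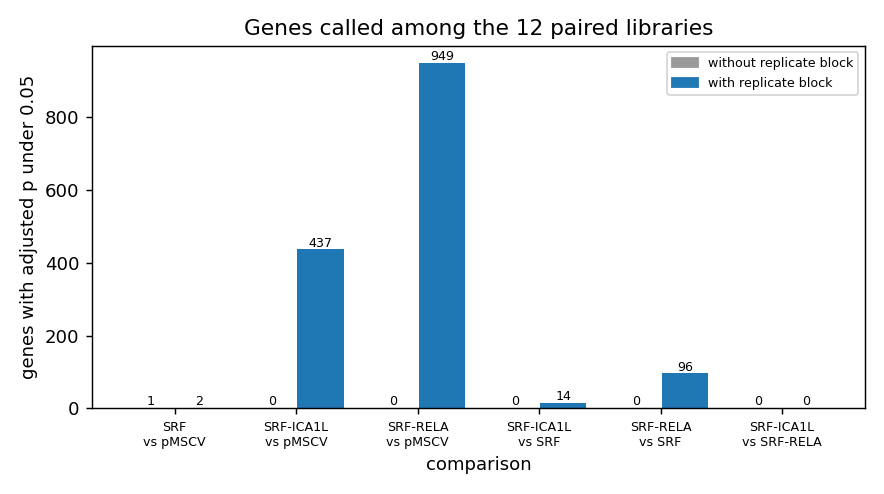
Genes with an adjusted p under 0.05 in each comparison of the 12 paired libraries, without (grey) and with (blue) replicate number as a block. SRF-RELA against pMSCV goes from 0 to 949 genes and SRF-ICA1L against pMSCV from 0 to 437.

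The libraries labelled SRF-PDGFRB differed from pMSCV in 3 genes, all higher, with 1160 genes at an unadjusted p under 0.05. These were Gbp3 (log2 fold change 4.71, SE 0.49), Gbp2b (6.19, SE 0.89) and Iigp1 (8.64, SE 1.27). Their adjusted p-values were 0.00230, 0.0440 and 0.0440 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gbp3 was at 24.8 ± 7.39 CPM (SD, n = 2) against 0.943 ± 0.102 CPM in pMSCV (SD, n = 3), Gbp2b at 54.5 ± 23.9 against 0.737 ± 0.392 CPM, and Iigp1 at 44.4 ± 7.16 against 0.104 ± 0.111 CPM. Both SRF-PDGFRB libraries lay above all 3 pMSCV libraries for each gene. DESeq2 moved the count most, to 71, and the 2 groups alone gave 0, with 360 at an unadjusted p under 0.05. Without pMSCV replicate 1 or 3 the count was 1. Members of the Gbp family resemble each other, and how shared reads were assigned is not stated.

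Against SRF, the question is what a fusion changes beyond SRF itself. SRF-FOXO1 and SRF-RELA each gave 1 called gene, Srf, lower by log2 fold changes of -3.69 (SE 0.38) and -3.17 (SE 0.37), with 2895 and 483 genes at an unadjusted p under 0.05. The count for SRF-RELA was 0 without any 1 of its 3 libraries, with 244 to 678 at an unadjusted p under 0.05. SRF-ICA1L gave 0, with 235 at an unadjusted p under 0.05, and Srf changed by -2.55 (SE 0.36). With the block in the 12 libraries, 14 genes were called for SRF-ICA1L (8 higher, 6 lower) and 96 for SRF-RELA (73 higher, 23 lower). For SRF-FOXO1, the pair of groups alone with the block gave 219 (104 higher, 115 lower). Without the block the same pair gave 528, and DESeq2 597. With the block, Srf was called in SRF-ICA1L too (-2.57, SE 0.32), and Tnxb (2.48) and Bicc1 (1.57) in SRF-RELA. Other genes called with the block, chosen after the data had been seen, included Ankrd44 (2.63) in SRF-RELA and Glrp1 in both (-2.12 in SRF-ICA1L, -1.98 in SRF-RELA).

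The libraries labelled SRF-PDGFRB differed from SRF in 8 genes, 7 higher and 1 lower, with 757 at an unadjusted p under 0.05. Srf was the lower gene (-3.89, SE 0.46). With only these 2 groups fitted, 10 genes were called, all higher, and 3 of the 8 were among them, without Srf. The higher genes were Gbp3 (5.81, SE 0.52), Gbp2b (6.96, SE 0.92) and Iigp1, which were also called against pMSCV, and Gbp2 (5.60, SE 0.88), Nlrc5 (2.34, SE 0.37), Mx1 (5.24, SE 0.85) and H2-K1 (1.46, SE 0.22), which were not and were named after their values were seen. Iigp1 was at or under 3 counts in every SRF library and was at least 324-fold higher. H2-K1 and Nlrc5 were themselves lower in SRF than in pMSCV in the 12 libraries with the block (-1.08 and -1.38, neither called). Part of their difference from SRF may therefore lie in the SRF line. Without any 1 of the 3 SRF libraries the comparison called 2 genes.

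Fusions were also compared with each other. SRF-FOXO1 against SRF-ICA1L, SRF-FOXO1 against SRF-RELA and SRF-ICA1L against SRF-RELA called 0 genes, with 894, 378 and 24 genes at an unadjusted p under 0.05. The last comparison also gave 0 with the block in the 12 libraries, with 266 at an unadjusted p under 0.05. SRF-PDGFRB differed from SRF-FOXO1 in 4 genes, from SRF-ICA1L in 5 and from SRF-RELA in 1. All were higher in the libraries labelled SRF-PDGFRB, and unadjusted counts were 583, 331 and 406. Gbp3 was among them in every case, at log2 fold changes for SRF-PDGFRB against SRF-RELA of 5.19 (SE 0.50) and for the reverse comparisons of -4.62 (SRF-FOXO1) and -5.55 (SRF-ICA1L). The other genes were named after their values were seen. Against SRF-FOXO1 they were Gm12185 (-4.07), Rsad2 (-7.17) and Mx1, which was at or under 3 counts in SRF-FOXO1 and at least 61.5-fold lower there. Against SRF-ICA1L they were Gbp2b (-6.28), Nlrc5 (-2.54), H2-K1 (-1.48) and Iigp1 (-8.45). Nlrc5 and H2-K1 were also lower in SRF-ICA1L than in pMSCV (-1.58 and -1.11, neither called in this fit). Much of their difference may therefore lie in the SRF-ICA1L line. The size of the Iigp1 change depended on single libraries. It was -12.9 without SRF-ICA1L replicate 2 and -7.87 without SRF-ICA1L replicate 3. Without SRF-FOXO1 replicate 1, the comparison of SRF-FOXO1 with SRF-PDGFRB called 0 genes, with 431 at an unadjusted p under 0.05.

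In the edgeR fit without a block, no gene was called in the same direction in all 4 fusions, either against pMSCV or against SRF. DESeq2 called 6 such genes against pMSCV and 1 against SRF, and the block over all 17 libraries called 1 against SRF. The gene called with that block was Srf, lower in each fusion line than in the line given SRF. At an unadjusted p under 0.05, 314 genes (174 higher, 140 lower) were shared against pMSCV, where unchanged groups simulated against the same controls gave a mean of 27 and at most 34. Against SRF there were 55 (47 higher, 8 lower), against a simulated mean of 29.9 and at most 34. Log2 fold changes against pMSCV correlated across genes at Pearson's r of 0.617 to 0.877 for the 6 pairs of fusions, where the shared control alone gave 0.431 to 0.495 in simulation. The highest was between SRF-ICA1L and SRF-RELA. With a different control for each fusion, r lay between 0.202 and 0.636. Genes are not independent replicates.

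The 24 SRF cytoskeletal targets, 1 of 2 lists named for SRF targets, changed little. The other list, the immediate-early targets, is given below and had larger medians in SRF-ICA1L and SRF-RELA. The smooth muscle contractile genes, a separate list also given below, moved more against pMSCV than the cytoskeletal targets. Their medians were 0.47 in SRF, 0.77 in SRF-FOXO1, 0.53 in SRF-ICA1L and 1.42 in SRF-RELA, but -0.18 in SRF-PDGFRB. The median log2 fold change of the cytoskeletal targets against pMSCV was -0.03 in SRF, 0.17 in SRF-FOXO1, 0.12 in SRF-ICA1L, -0.10 in SRF-PDGFRB and 0.13 in SRF-RELA. Against SRF it was 0.05, 0.22, -0.06 and 0.08 in SRF-FOXO1, SRF-ICA1L, SRF-PDGFRB and SRF-RELA. Vcl and Fhl2, in this list, were not called in any of these comparisons. With the block in the 12 libraries, and chosen after their values were seen, Cald1 (0.72) was called in SRF-ICA1L and Tpm2 (0.48) in SRF-RELA against pMSCV, and Tpm2 (0.67) in SRF-RELA against SRF. Camera with a preset correlation placed 3 of these 9 past the threshold (SRF-ICA1L against pMSCV and against SRF, and SRF-RELA against SRF), and none stayed there with an estimated correlation or fry. The medians depended on single libraries: that of SRF-RELA against pMSCV was -0.06 without pMSCV replicate 1.

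The partners' own targets were tested in the corresponding lines and compared with the others. The 20 NF-kappaB targets had medians of 0.32 in SRF-RELA against pMSCV and 0.21 against SRF, with 12 and 13 of them higher. The median against pMSCV was -0.29 without SRF-RELA replicate 2. With the block in the 12 libraries, the list passed the camera threshold in SRF-RELA against SRF at a median of 0.11, as it did in SRF-ICA1L against SRF at 0.27, though not with fry. Against SRF the median was higher in SRF-PDGFRB (0.60) and SRF-ICA1L (0.38) than in SRF-RELA. Nfkbia and Ccl2 were not called. Among targets chosen after their values were seen, Cxcl1 (1.51) was called with the block, higher, and Traf1 (-1.85) lower in SRF-RELA against pMSCV, and Il6 (2.86) higher against SRF. The 19 FOXO targets had medians of 0.41 in SRF-FOXO1 against pMSCV and 0.64 against SRF (16 of 19 higher), the latter past the threshold with camera at the preset correlation alone. The rise against SRF was not particular to SRF-FOXO1. Medians were 0.57 in SRF-PDGFRB (17 of 19 higher), 0.44 in SRF-RELA and 0.26 in SRF-ICA1L (15 of 19 each), all past the same threshold. In SRF itself the list was lower than in pMSCV, at a median of -0.36 past that threshold, with 3 of 19 higher. Of these targets in SRF-FOXO1, 4 were past 0.05 against SRF when adjusted over the list alone and 0 over all genes. Pdk4 was at 55.9 ± 38.9 CPM in SRF-FOXO1 and 33.2 ± 30.8 CPM in pMSCV (SD, n = 3 each). One NF-kappaB target, Csf1, was called in SRF-FOXO1 against pMSCV (1.32, SE 0.27).

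Over all 8 lists and 9 comparisons, 34 of 72 tests passed the threshold with camera at its preset correlation and 2 with an estimated correlation or with fry. Both were the 17 interferon-response genes in SRF-PDGFRB. Their median was 2.47 against pMSCV and 3.70 against SRF, with 17 of 17 genes higher in each. Fry's adjusted p was 0.0192 for both, over the 72 tests. Adjusted over the list alone, 13 and 16 of the 17 passed 0.05, against 0 and 1 over all genes. The median against pMSCV was 1.77 without SRF-PDGFRB replicate 1. With camera's preset correlation alone, the list also passed in SRF-FOXO1 against SRF, at a median of 0.83 with 14 of 17 genes higher. It passed as lower in SRF against pMSCV, at -0.94 with 2 of 17 higher.

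The 29 skeletal muscle differentiation genes had medians against pMSCV of -1.83 in SRF, -2.40 in SRF-FOXO1, -1.79 in SRF-ICA1L and -2.07 in SRF-RELA, and 0, 0, 0 and 2 genes were higher. These passed camera's threshold but not fry's. Against SRF, SRF-FOXO1 passed camera's threshold at a median of -0.22. SRF-PDGFRB against SRF passed it in the other direction, at 1.96 with 29 of 29 genes higher. SRF-RELA against SRF passed it in the 12 libraries with the block (-0.12) but not in the 17 without it (-0.06). None of these comparisons with SRF passed fry's threshold. Myog was at 15.7 ± 5.99 CPM in pMSCV and 1.78 ± 0.889 CPM in SRF-RELA (SD, n = 3 each). With the block, its log2 fold changes in SRF-ICA1L and SRF-RELA were -2.44 and -3.04, and its adjusted p-values 0.0221 and 0.00687 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the block it was not called. The SRF-PDGFRB libraries disagreed: Myog was at 0.230 CPM in replicate 1 and 85.5 CPM in replicate 2. The list's median against pMSCV was 0.01 with both, -5.42 without replicate 2 and 0.98 without replicate 1. With both, the list passed camera's threshold as lower despite that median, though not fry's. Against SRF its median was -3.43 without replicate 2 and 2.94 without replicate 1.

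The 12 smooth muscle contractile genes had medians against pMSCV of 0.47 in SRF, 0.77 in SRF-FOXO1, 0.53 in SRF-ICA1L, -0.18 in SRF-PDGFRB and 1.42 in SRF-RELA. In SRF-RELA, 5 passed 0.05 when adjusted over the list alone, and 0 over all genes. The SRF-RELA median was 0.43 without SRF-RELA replicate 2. Camera's threshold was passed in SRF-ICA1L and SRF-RELA against pMSCV, and against SRF at medians of 0.72 and 0.94, both without the block and with it. With the block these medians were 0.87 and 1.16 against pMSCV and 0.79 and 0.78 against SRF. Without SRF-RELA replicate 2 the median of that line against SRF was 0.29, without SRF replicate 1 that of SRF-ICA1L was 0.34, and without pMSCV replicate 1 that of SRF-ICA1L against pMSCV was 0.15. The SRF median was past the threshold in the 17 libraries without the block and not in the 12 with it (0.65). SRF-PDGFRB against SRF passed it in the other direction (-0.69, and -0.25 without SRF replicate 3), and no comparison passed with an estimated correlation or fry. Acta2 stood at 222 CPM in pMSCV replicate 1 and at 1592 and 2414 CPM in replicates 2 and 3.

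The 13 SRF immediate-early targets had medians against pMSCV from -0.18 in SRF to 0.70 in SRF-RELA. Against SRF the highest was 1.01 in SRF-RELA, with 12 of 13 genes higher. It passed camera's threshold, as did SRF-ICA1L against SRF (0.62), and they were at 0.16 and -0.14 without replicate 2 of their own line. The median of SRF-RELA against pMSCV was -0.03 without SRF-RELA replicate 2 and 2.29 without pMSCV replicate 2. With the block in the 12 libraries, SRF-ICA1L and SRF-RELA passed camera's threshold against pMSCV at medians of 0.45 and 0.89. They did not in the 17 libraries without it. Egr1 was then called in both, at log2 fold changes of 1.03 (SE 0.22) and 1.24 (SE 0.22), and Fos in neither. Egr4, which like Junb and Arc was chosen after its values were seen, was called in both as well, against pMSCV and against SRF. Against SRF its adjusted p-values were 0.0218 in SRF-ICA1L and 0.00625 in SRF-RELA by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a log2 fold change of 4.55 in the latter. It was at or under 3 counts in every pMSCV library, and at least 16.3-fold higher in SRF-ICA1L and 27.8-fold in SRF-RELA. In replicate 3 of these lines it was at 0.0916 and 0.0466 CPM. Junb (1.07) and Arc (1.17) were called in SRF-RELA against pMSCV. The 24 cell cycle genes had medians from -0.11 in SRF-FOXO1 to 0.40 in SRF against pMSCV, and the latter was 0.04 without pMSCV replicate 2. In SRF 24 of 24 were higher, past camera's threshold without the block and with it (0.56). Against SRF the medians were -0.56 in SRF-FOXO1, -0.23 in SRF-ICA1L, -0.40 in SRF-PDGFRB and -0.24 in SRF-RELA. In each, 1 of 24 genes was higher and camera's threshold was passed. Single libraries moved these too: without replicate 2 of their own line, SRF-RELA was at 0.04 and SRF-ICA1L at -0.07, and SRF-PDGFRB was at -0.15 without its replicate 1. Against pMSCV, SRF-ICA1L (0.16) and SRF-RELA (0.18) passed camera's threshold as well, and were at -0.18 and -0.19 without pMSCV replicate 2. Neither list had a test past the threshold with an estimated correlation or fry. Without the block, Fos, Egr1 and Mki67 were not called in any comparison with pMSCV or SRF.

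**Figure D4:**
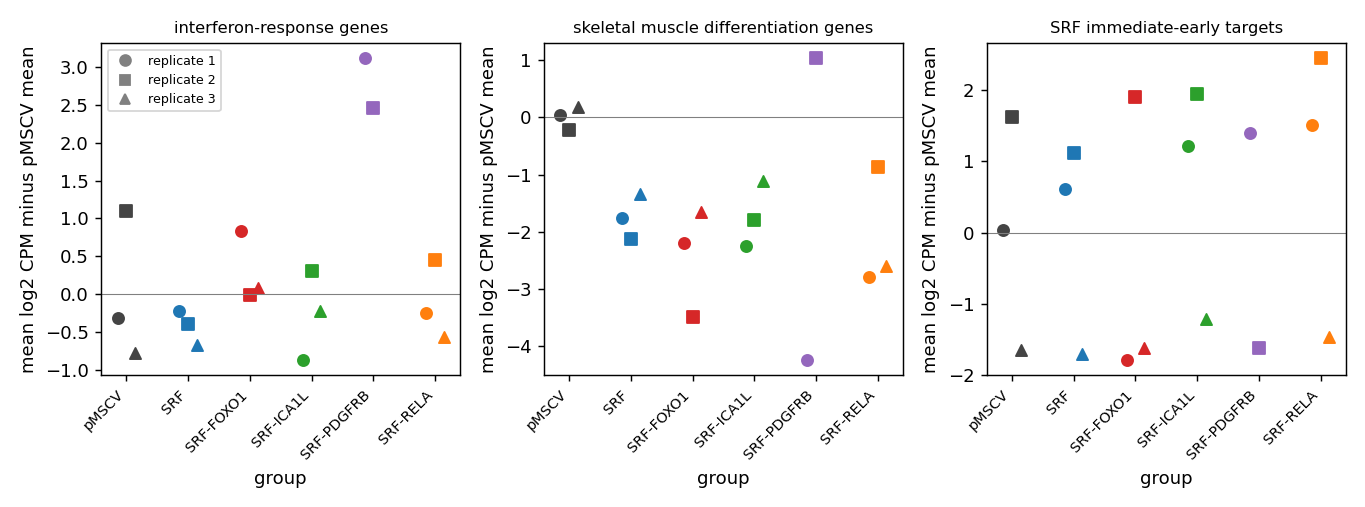
Mean log2 CPM of 3 gene lists in each library, minus the pMSCV mean, by group, with the symbol giving the replicate number. Interferon-response scores are at least 2.46 in both SRF-PDGFRB libraries and at most 1.09 elsewhere.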

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

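The tests in this part were chosen after the results had been seen. The interferon-response genes set the libraries labelled SRF-PDGFRB apart from the other fusions. Tested directly against the mean of SRF-FOXO1, SRF-ICA1L and SRF-RELA, the list had a median log2 fold change of 2.77, with 17 of 17 genes higher and an adjusted p of 0.000545 by fry over 8 lists. Single genes differed between fusions as well: 4 were called between SRF-FOXO1 and SRF-PDGFRB, 5 between SRF-ICA1L and SRF-PDGFRB and 1 between SRF-PDGFRB and SRF-RELA, all higher in SRF-PDGFRB. Among the 5, H2-K1 and Nlrc5 were also lower in SRF-ICA1L than in pMSCV, so they do not measure a rise in SRF-PDGFRB alone. With 2 libraries in the group, no other splits were counted.

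The tables argue against an effect of replicate number or an event in 1 culture. Both SRF-PDGFRB libraries lay above every other library, and the lower of them exceeded the highest of the other 15 by 1.37 in list score. Immune cells mixed into the cultures are also argued against as the source of the interferon-response RNA itself. Of 14 immune cell markers, 7 were in the table, and their summed CPM rose by 2.29 in SRF-PDGFRB while that of the interferon-response genes rose by 259. Lyz2 and Cd74, abundant in such cells, were at 4.27 and 1.88 CPM in SRF-PDGFRB replicate 1 and at 0.178 and 0.845 CPM in replicate 2. Other markers were higher, with Cd53 at 3.99 and 7.34 CPM and Cd68 at 5.23 and 2.22 CPM in replicates 1 and 2. The comparison is of amounts of RNA, so it cannot exclude a few immune cells that acted on the other cells. The 7 markers missing from the table exclude nothing.

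An event in the whole line before its replicates were taken, such as an infection, cannot be told apart from an effect of the fusion: the list scores of its libraries differ by 0.651, and there is 1 line. Nor can libraries that do not carry the labelled construct be told apart, since Srf averaged 76.0 CPM in SRF-PDGFRB and the counting of construct reads is not known. An effect of the SRF-PDGFRB fusion on interferon signalling stays open as a hypothesis.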

How the results depend on the processing

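The fits with replicate number as a block in 12 libraries or in SRF-FOXO1 with SRF, the same 12 libraries without the block, and all counts over other splits of the libraries were chosen after the results had been seen. Other settings were fixed earlier. Switching to RLE size factors, which left the 14 other counts of called genes as they were, gave 178 genes for SRF-FOXO1 against pMSCV, the 107 included. It moved the median of all genes by less than 0.1 in every comparison. Requiring a mean of at least 10 counts gave 220 for the same comparison, 104 of them among the 107, with 14000 genes tested. Non-robust dispersions changed no count by over 1.5 times. A test against a 1.5-fold change gave 0 for SRF-FOXO1 against pMSCV, 4 for SRF-PDGFRB against SRF and 1 for SRF-ICA1L against SRF-PDGFRB, where 78, 8 and 5 called genes changed at least 2-fold; the null it tests is stricter. Dropping the filter for low counts tests nothing here, since the filter removed no gene. CPM without TMM factors moved no level of Srf or a partner gene by more than its spread between libraries.

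DESeq2 called more genes in most comparisons, and the cause was not tested. Against pMSCV it called 4 in SRF, 1363 in SRF-FOXO1, 45 in SRF-ICA1L, 71 in SRF-PDGFRB and 105 in SRF-RELA. Against SRF it called 597 in SRF-FOXO1, 2 in SRF-ICA1L, 58 in SRF-PDGFRB and 10 in SRF-RELA. Between fusions it called 27 for SRF-FOXO1 with SRF-PDGFRB, 27 for SRF-ICA1L with SRF-PDGFRB and 30 for SRF-PDGFRB with SRF-RELA. In the same direction in all 4 fusions, it called 6 genes against pMSCV and 1 against SRF. Every gene called by edgeR was among those that DESeq2 called.

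Fitting only the 2 groups compared uses fewer libraries to estimate the spread. The count fell to 0 for SRF against pMSCV (435 at an unadjusted p under 0.05), SRF-PDGFRB against pMSCV (360) and SRF-RELA against SRF (735). It was also 0 for SRF-FOXO1 against SRF-PDGFRB (380), SRF-ICA1L against SRF-PDGFRB (198) and SRF-PDGFRB against SRF-RELA (218). For SRF-FOXO1 against pMSCV it was 32, of which 7 were among the 107. It rose to 528 for SRF-FOXO1 against SRF. For SRF-PDGFRB against SRF it was 10, all higher, of which 3 (Gbp3, Gbp2b and Iigp1) were among the 8. Srf, Gbp2, Nlrc5, Mx1 and H2-K1 lost their call there.

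With replicate number as a block in the 12 libraries whose numbers pair, SRF against pMSCV gave 2 genes, SRF-ICA1L against pMSCV 437 and SRF-RELA against pMSCV 949. Against SRF the block gave 14 for SRF-ICA1L and 96 for SRF-RELA, and for SRF-FOXO1 with SRF alone it gave 219. The same 12 libraries without the block gave 0 for SRF-RELA against SRF, with 580 at an unadjusted p under 0.05. Of 40 list tests, 5 passed camera's threshold in the 12 libraries with the block but not in the 17 without it, and 1 lost its call. In the same 12 libraries without the block, 1 list test gained a call and 2 lost theirs. Most of the 5 gains therefore came with the block, while the loss cannot be put down to the block alone. NF-kappaB targets passed in SRF-RELA (median 0.11) and SRF-ICA1L (0.27) against SRF. Skeletal muscle genes passed in SRF-RELA against SRF (-0.12), and immediate-early targets in SRF-ICA1L (0.45) and SRF-RELA (0.89) against pMSCV. Smooth muscle genes lost their call in SRF against pMSCV (0.65). The median of the immediate-early targets turned to 0.042 in SRF against pMSCV and that of the FOXO targets to 0.029 in SRF-ICA1L against pMSCV. Among the genes named by the rule fixed before the data were examined, Egr1, Myog and Tagln were called against pMSCV in SRF-ICA1L and SRF-RELA with the block and not without it. Fat4, Bicc1, Erbb3, Ackr3 and Dusp13 were too. Pdk4, Csf1 and Tnxb gained a call in SRF-RELA against pMSCV, Tnxb and Bicc1 in SRF-RELA against SRF, and Srf in SRF-ICA1L against SRF. H2-K1 and Nlrc5, named after their values were seen, were called lower in SRF-ICA1L and SRF-RELA against pMSCV with the block alone.

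A block over all 17 libraries assumes a pairing that the correlations did not show for SRF-FOXO1 with pMSCV (from -0.195 to 0.170), SRF-FOXO1 with SRF-ICA1L or SRF-RELA, or SRF-PDGFRB with any group. SRF-PDGFRB replicate 2 deviated with replicate 3 of every other group (0.249 to 0.637) and against their replicate 2 (-0.0857 to -0.509). With 2 libraries, the deviations in SRF-PDGFRB mirror each other. The block nonetheless set its replicate 2 with replicate 2 of the other groups. It gave 1021 genes for SRF-FOXO1 against pMSCV, 50 for SRF-PDGFRB against pMSCV, 1 for SRF-ICA1L against SRF and 32 for SRF-PDGFRB against SRF. It gave 0 for SRF-ICA1L and for SRF-RELA against pMSCV, with 1442 and 1812 genes at an unadjusted p under 0.05, and 1 for SRF-RELA against SRF, where the block in 12 libraries gave 437, 949 and 96. It gave 20 for SRF-ICA1L with SRF-PDGFRB, 12 for SRF-PDGFRB with SRF-RELA, and 1 gene, Srf, in all 4 fusions against SRF. Under it, 5 list medians changed sign. Immediate-early targets were at 0.0044 in SRF and 0.11 in SRF-FOXO1, skeletal muscle genes at -0.25 and cell cycle genes at 0.29 in SRF-PDGFRB, all against pMSCV. NF-kappaB targets were at -0.12 in SRF-FOXO1 against SRF. With a mean of at least 10 counts, 2 medians in SRF-PDGFRB against pMSCV crossed 0: immediate-early targets at -0.0046 and skeletal muscle genes at -1.0e-05.

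List tests depended on the correlation assumed between genes. Of 72 tests, 34 passed with camera's preset correlation, 2 with an estimated correlation and 2 with fry. The cytoskeletal targets lost their call under both in SRF-ICA1L against pMSCV (median 0.12), SRF-ICA1L against SRF (0.22) and SRF-RELA against SRF (0.084), as did the FOXO targets in SRF-FOXO1 against SRF (0.64). With the block in the 12 libraries, 26 of 40 passed with the preset and 0 with the others.

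Correlations across genes of log2 fold changes against pMSCV shrank when each fusion of a pair had its own control, by construction. With the former of each pair set against pMSCV and the latter against SRF, r was 0.552 for SRF-FOXO1 with SRF-ICA1L, 0.431 for SRF-FOXO1 with SRF-PDGFRB and 0.636 for SRF-FOXO1 with SRF-RELA. It was 0.202 for SRF-ICA1L with SRF-PDGFRB, 0.441 for SRF-ICA1L with SRF-RELA and 0.375 for SRF-PDGFRB with SRF-RELA. With the controls exchanged, r was 0.401, 0.463, 0.543, 0.386, 0.515 and 0.255 in the same order.

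Leaving out each library in turn changed many counts. Without 1 library, SRF-FOXO1 against pMSCV ranged from 0 (pMSCV 1, with 2456 at an unadjusted p under 0.05) to 355 genes (pMSCV 2), and 96 of the latter were among the 107. SRF-PDGFRB against pMSCV ranged from 1 (pMSCV 1) to 2 (pMSCV 2). Against SRF, the range was 1 to 14 for SRF-FOXO1 (SRF-FOXO1 2), 0 to 1 for SRF-ICA1L (SRF 2) and 0 to 1 for SRF-RELA (0 without any 1 SRF-RELA library), and it was 2 for SRF-PDGFRB without any 1 SRF library. It was 0 (SRF-FOXO1 1) to 1 for SRF-FOXO1 with SRF-PDGFRB, 1 (SRF-ICA1L 1) to 4 for SRF-ICA1L with SRF-PDGFRB and 1 to 3 (SRF-RELA 3) for SRF-PDGFRB with SRF-RELA. Genes called in all 4 fusions against SRF numbered 0 to 1 (SRF 2), the 1 being Srf. Fits without a SRF-PDGFRB library leave 1 in that group and give no call. SRF against pMSCV kept its count of 1.

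Medians of the lists follow, with the library left out at each end in parentheses. Many changed sign, so a median near 0 has no direction.

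SRF cytoskeletal targets against pMSCV ranged from -0.19 (SRF 3) to 0.089 (pMSCV 3) in SRF and -0.031 (pMSCV 1) to 0.26 (pMSCV 2) in SRF-FOXO1. In the other lines they ranged from -0.052 (pMSCV 1) to 0.23 (pMSCV 2) in SRF-ICA1L, -0.21 (pMSCV 1) to 0.0013 (pMSCV 2) in SRF-PDGFRB and -0.063 (pMSCV 1) to 0.21 (pMSCV 2) in SRF-RELA. Against SRF the same genes ranged from -0.068 (SRF 1) to 0.22 (SRF 3) in SRF-FOXO1 and 0.10 (SRF 1) to 0.38 (SRF 3) in SRF-ICA1L. For the remaining lines the ranges were -0.21 (SRF 1) to 0.12 (SRF 3) in SRF-PDGFRB and -0.043 (SRF 1) to 0.30 (SRF 3) in SRF-RELA.

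SRF immediate-early targets against pMSCV ranged from -0.66 (pMSCV 3) to 1.05 (pMSCV 2) in SRF and -1.97 (SRF-FOXO1 2) to 1.27 (pMSCV 2) in SRF-FOXO1. Lines with the other fusions gave -0.20 (SRF-ICA1L 2) to 1.55 (pMSCV 2) in SRF-ICA1L, -1.88 (SRF-PDGFRB 1) to 1.37 (pMSCV 2) in SRF-PDGFRB and -0.027 (SRF-RELA 2) to 2.29 (pMSCV 2) in SRF-RELA. With SRF as control it was -1.72 (SRF-FOXO1 2) to 0.88 (SRF 2) in SRF-FOXO1 and -0.14 (SRF-ICA1L 2) to 1.13 (SRF 2) in SRF-ICA1L. The last lines against SRF gave -1.75 (SRF-PDGFRB 1) to 0.98 (SRF 2) in SRF-PDGFRB and 0.16 (SRF-RELA 2) to 1.52 (SRF-RELA 3) in SRF-RELA.

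Smooth muscle contractile genes against pMSCV ranged from 0.095 (SRF 3) to 0.88 (pMSCV 2) in SRF and 0.37 (SRF-FOXO1 2) to 1.01 (pMSCV 2) in SRF-FOXO1. Elsewhere against pMSCV the range was 0.15 (pMSCV 1) to 1.12 (pMSCV 2) in SRF-ICA1L, -0.32 (pMSCV 1) to 0.23 (pMSCV 3) in SRF-PDGFRB and 0.43 (SRF-RELA 2) to 1.67 (pMSCV 2) in SRF-RELA. Set against SRF, medians ran from -0.17 (SRF-FOXO1 2) to 0.70 (SRF 3) in SRF-FOXO1 and 0.34 (SRF 1) to 0.90 (SRF 3) in SRF-ICA1L. The other comparisons with SRF gave -0.97 (SRF 1) to -0.25 (SRF 3) in SRF-PDGFRB and 0.29 (SRF-RELA 2) to 1.25 (SRF-RELA 3) in SRF-RELA.

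Skeletal muscle differentiation genes against pMSCV ranged from -2.22 (SRF 3) to -1.65 (SRF 2) in SRF and -2.85 (SRF-FOXO1 3) to -1.93 (SRF-FOXO1 2) in SRF-FOXO1. Across the other fusions it was -2.19 (SRF-ICA1L 3) to -1.51 (SRF-ICA1L 1) in SRF-ICA1L, -5.42 (SRF-PDGFRB 2) to 0.98 (SRF-PDGFRB 1) in SRF-PDGFRB and -3.09 (SRF-RELA 2) to -1.69 (SRF-RELA 1) in SRF-RELA. Compared with SRF, the medians were -1.03 (SRF-FOXO1 3) to 0.15 (SRF 3) in SRF-FOXO1 and -0.48 (SRF-ICA1L 3) to 0.31 (SRF 3) in SRF-ICA1L. Ranges in the remaining lines were -3.43 (SRF-PDGFRB 2) to 2.94 (SRF-PDGFRB 1) in SRF-PDGFRB and -1.09 (SRF-RELA 2) to 0.24 (SRF-RELA 1) in SRF-RELA.

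NF-kappaB targets against pMSCV ranged from -0.45 (pMSCV 3) to 0.32 (pMSCV 2) in SRF and -0.57 (SRF-FOXO1 2) to 0.29 (pMSCV 2) in SRF-FOXO1. In the other lines they ranged from -0.39 (SRF-ICA1L 2) to 0.61 (pMSCV 2) in SRF-ICA1L, -0.35 (SRF-PDGFRB 1) to 0.67 (pMSCV 2) in SRF-PDGFRB and -0.29 (SRF-RELA 2) to 0.65 (pMSCV 2) in SRF-RELA. Against SRF the same genes ranged from -0.32 (SRF-FOXO1 2) to 0.40 (SRF 2) in SRF-FOXO1 and -0.14 (SRF-ICA1L 2) to 0.46 (SRF-ICA1L 3) in SRF-ICA1L. For the remaining lines the ranges were -0.11 (SRF-PDGFRB 1) to 0.78 (SRF-PDGFRB 2) in SRF-PDGFRB and -0.072 (SRF-RELA 2) to 0.41 (SRF-RELA 1) in SRF-RELA.

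FOXO targets against pMSCV ranged from -0.65 (pMSCV 3) to -0.085 (pMSCV 2) in SRF and 0.0015 (pMSCV 3) to 0.59 (pMSCV 2) in SRF-FOXO1. Lines with the other fusions gave -0.31 (SRF-ICA1L 2) to 0.32 (pMSCV 2) in SRF-ICA1L, -0.10 (SRF-PDGFRB 1) to 0.49 (pMSCV 2) in SRF-PDGFRB and -0.39 (SRF-RELA 2) to 0.38 (pMSCV 2) in SRF-RELA. With SRF as control it was 0.52 (SRF-FOXO1 2) to 0.78 (SRF 2) in SRF-FOXO1 and 0.064 (SRF-ICA1L 2) to 0.47 (SRF-ICA1L 3) in SRF-ICA1L. The last lines against SRF gave 0.51 (SRF-PDGFRB 1) to 0.82 (SRF 2) in SRF-PDGFRB and 0.11 (SRF-RELA 2) to 0.63 (SRF-RELA 3) in SRF-RELA.

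Interferon-response genes against pMSCV ranged from -1.26 (pMSCV 1) to 0.29 (pMSCV 2) in SRF and -0.49 (SRF-FOXO1 1) to 1.01 (pMSCV 2) in SRF-FOXO1. Elsewhere against pMSCV the range was -1.17 (SRF-ICA1L 2) to 0.54 (pMSCV 2) in SRF-ICA1L, 1.77 (SRF-PDGFRB 1) to 3.24 (pMSCV 2) in SRF-PDGFRB and -0.63 (SRF-RELA 2) to 0.68 (pMSCV 2) in SRF-RELA. Set against SRF, medians ran from 0.44 (SRF-FOXO1 1) to 1.09 (SRF 1) in SRF-FOXO1 and -0.18 (SRF-ICA1L 2) to 0.51 (SRF-ICA1L 1) in SRF-ICA1L. The other comparisons with SRF gave 3.01 (SRF-PDGFRB 1) to 4.16 (SRF-PDGFRB 2) in SRF-PDGFRB and -0.013 (SRF-RELA 2) to 0.71 (SRF-RELA 3) in SRF-RELA.

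Cell cycle genes against pMSCV ranged from 0.043 (pMSCV 2) to 0.80 (pMSCV 3) in SRF and -0.46 (pMSCV 2) to 0.24 (pMSCV 3) in SRF-FOXO1. Across the other fusions it was -0.18 (pMSCV 2) to 0.55 (pMSCV 3) in SRF-ICA1L, -0.36 (pMSCV 2) to 0.37 (pMSCV 3) in SRF-PDGFRB and -0.19 (pMSCV 2) to 0.57 (pMSCV 3) in SRF-RELA. Compared with SRF, the medians were -0.61 (SRF-FOXO1 2) to -0.46 (SRF 3) in SRF-FOXO1 and -0.44 (SRF-ICA1L 3) to -0.067 (SRF-ICA1L 2) in SRF-ICA1L. Ranges in the remaining lines were -0.68 (SRF-PDGFRB 2) to -0.15 (SRF-PDGFRB 1) in SRF-PDGFRB and -0.53 (SRF-RELA 3) to 0.039 (SRF-RELA 2) in SRF-RELA.

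Counts over other splits bear on the results with 3 libraries in each group. For SRF against pMSCV, SRF-FOXO1 against pMSCV, SRF-FOXO1 against SRF and SRF-RELA against SRF, 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes. At an unadjusted p under 0.05 the real split stood out less: as many genes came from 6 of 10 splits for SRF against pMSCV, 2 for SRF-FOXO1 against pMSCV, 1 for SRF-FOXO1 against SRF and 4 for SRF-RELA against SRF. For SRF-FOXO1 against pMSCV a mixed split gave 3217 genes and the real one 3151. In the other 6 comparisons all 10 gave as many called genes, since the count was 0. Their unadjusted counts were reached by 5 of 10 splits for SRF-ICA1L and for SRF-RELA against pMSCV and 6 for SRF-ICA1L against SRF. Between fusions they were reached by 3 for SRF-FOXO1 with SRF-ICA1L, 7 for SRF-FOXO1 with SRF-RELA and 7 for SRF-ICA1L with SRF-RELA. For the cytoskeletal targets against pMSCV, as small a camera p came from 10 of 10 splits in SRF, 9 in SRF-FOXO1, 6 in SRF-ICA1L and 7 in SRF-RELA. Against SRF it came from 9 in SRF-FOXO1, 5 in SRF-ICA1L and 5 in SRF-RELA. NF-kappaB targets in SRF-RELA gave 7 against pMSCV and 8 against SRF, and FOXO targets in SRF-FOXO1 gave 7 and 1. Skeletal muscle genes against pMSCV gave 1 in SRF, SRF-FOXO1 and SRF-ICA1L and 2 in SRF-RELA. With 10 splits the share cannot go under 0.1, so chance cannot be told apart from the groups by these counts. With the block, libraries were exchanged within pairs, which makes 4 splits, so the share cannot go under 0.25 and these counts cannot tell chance from the groups either. The real split alone gave as many called genes in 5 comparisons, where the others gave at most 0, and all 4 gave 0 for SRF-ICA1L against SRF-RELA. The unadjusted count was largest for the real split in each of these 6 comparisons, with 266 genes against at most 188 in the last.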

Other observations

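The tests in this part were chosen after the results had been seen. The SRF immediate-early targets varied more within groups than between them. In pMSCV, SRF, SRF-ICA1L and SRF-RELA, whose numbers pair, replicate 3 had the lowest list score in 4 of 4 groups. These groups were chosen because their same-numbered libraries vary together, so this adds no separate test. Fos, in this list, was at 1.45 CPM in pMSCV replicate 3, 3.43 CPM in SRF-ICA1L replicate 3 and 1.73 CPM in SRF-RELA replicate 3, was lower still in SRF replicate 3, and was at 159 CPM or more in the other replicates of these groups. It was also low in SRF-FOXO1 replicates 1 and 3 (5.14 and 4.64 CPM) and SRF-PDGFRB replicate 2 (2.71 CPM).

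The construct alone is argued against as the source, since the smallest range within 1 of these groups was 2.82 and the range of the 4 group means 0.832. Library size is argued against too, since the largest and smallest totals differed by a ratio of 1.13. A state shared by same-numbered cultures cannot be told apart from events in single cultures. Outside the 4 groups, the lowest SRF-FOXO1 library was replicate 1, at a list score of -1.79, with replicate 3 at -1.62, and what a number marks is not known.

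In edgeR, no gene was called for SRF-ICA1L or SRF-RELA against pMSCV without a block (938 and 1212 at an unadjusted p under 0.05). Nor was any called in edgeR with the block over all 17 libraries (1442 and 1812). DESeq2 called 45 and 105. In edgeR, the block in the 12 paired libraries gave 437 and 949, and the same 12 libraries without it gave 0 for both. Only the block differed there, so in these libraries removing variation shared by same-numbered libraries brought out the calls. The 12 libraries were chosen by their pairing after the data had been seen. Whether such variation hid calls in edgeR across all 17 libraries stays open. In the 15 libraries of the groups with 3, which were not chosen by pairing, replicate number accounted for a median of 30.4% of a gene's variance, where 14.3% would come by chance. The block over all 17 libraries, which removes such variation where the numbers pair, still gave 0, but it also covers groups whose numbers were not shown to pair. Of the genes called in both lines with the block in the 12 libraries, 172 were higher, 225 lower and 0 opposite, but the lines share their pMSCV libraries, and the difference between the lines gave 0 called genes (266 at an unadjusted p under 0.05).

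Skeletal muscle differentiation genes were lower in SRF, SRF-ICA1L and SRF-RELA than in pMSCV. Each of these groups holds every replicate number once, so an effect of replicate number alike in all groups could not produce this difference. The list score fell in 9 of 9 same-numbered pairs, by amounts from -2.83 to -0.646. The pairs reuse the same pMSCV libraries, so they are not 9 separate falls. A pMSCV line that differs by itself cannot be told apart from an effect shared by the constructs, because there is 1 such line. Against SRF the median was 0.066 in SRF-ICA1L and -0.06 in SRF-RELA. It was -0.12 in SRF-RELA with the block in the 12 libraries and -0.22 in SRF-FOXO1 without it. These last values passed camera's threshold but not fry's, so the constructs were not shown to be alike. In the 2 SRF-PDGFRB libraries the list moved in opposite directions, which no test here explains.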
